# Next-Generation Sequencing of Genomic DNA Fragments Bound to a Transcription Factor *in Vitro* Reveals Its Regulatory Potential

**DOI:** 10.3390/genes5041115

**Published:** 2014-12-19

**Authors:** Yukio Kurihara, Yuko Makita, Mika Kawashima, Hidefumi Hamasaki, Yoshiharu Y. Yamamoto, Minami Matsui

**Keywords:** plant, transcription factor, HY5, *in vitro* binding, next-generation sequencing

## Abstract

Several transcription factors (TFs) coordinate to regulate expression of specific genes at the transcriptional level. In *Arabidopsis thaliana* it is estimated that approximately 10% of all genes encode TFs or TF-like proteins. It is important to identify target genes that are directly regulated by TFs in order to understand the complete picture of a plant’s transcriptome profile. Here, we investigate the role of the LONG HYPOCOTYL5 (HY5) transcription factor that acts as a regulator of photomorphogenesis. We used an *in vitro* genomic DNA binding assay coupled with immunoprecipitation and next-generation sequencing (gDB-seq) instead of the *in vivo* chromatin immunoprecipitation (ChIP)-based methods. The results demonstrate that the HY5-binding motif predicted here was similar to the motif reported previously and that *in vitro* HY5-binding loci largely overlapped with the HY5-targeted candidate genes identified in previous ChIP-chip analysis. By combining these results with microarray analysis, we identified hundreds of HY5-binding genes that were differentially expressed in *hy5*. We also observed delayed induction of some transcripts of HY5-binding genes in *hy5* mutants in response to blue-light exposure after dark treatment. Thus, an *in vitro* gDNA-binding assay coupled with sequencing is a convenient and powerful method to bridge the gap between identifying TF binding potential and establishing function.

## 1. Introduction

Changes in gene expression profiles induced by environmental stimuli or developmental phase shifts are controlled through specific multiple mechanisms at the transcriptional, post-transcriptional and translational levels. Transcription is positively or negatively controlled by several transcription factors (TFs) [1,2]. TFs with DNA binding potential generally bind to the genic region, such as the promoter or enhancer regions of a gene to activate or inactivate its expression. In *Arabidopsis thaliana* it is estimated that approximately 10% (~3000) of all genes encode TF or TF-like proteins based on the TAIR (The Arabidopsis Information Resource) annotation. TFs often play central roles in developmental phases during the formation of organs and tissues. Moreover, in response to environmental changes, several TFs coordinate to regulate the expressional switch of specific genes and enable the organism to adapt to its modified surroundings. For example, APETALA2 TF guides proper flower and fruit development [3,4], while the DREB and AREB family TFs regulate expression of the downstream genes involved in drought stress and abscisic acid responses, respectively [5,6,7,8].

Since these TFs may form complicated networks in order to execute their function, it is important to identify the target genes that are regulated by TFs in order to understand the environmental response of the whole plant. Chromatin immunoprecipitation (ChIP) followed by microarray hybridization (ChIP-chip) or next-generation sequencing (ChIP-seq) has generally been used to identify genes targeted by TFs [9,10,11,12]. Whilst these methods are powerful, they require sophisticated skills and, in many cases, well-purified specific antibodies against the TFs of interest. In addition, transgenic plants expressing the TFs, which are time-consuming to generate, are sometimes required for the ChIP assay. Previous work established a rapid method for identifying targets of a DNA-binding protein, named DIP-chip, in which purified proteins and sheared gDNA fragments are mixed *in vitro*. Protein-gDNAs are immunoprecipitated and then gDNA that was bound to the proteins is hybridized on a tiling array [13]. This method reveals *in vivo* binding motifs and genomic positions.

LONG HYPOCOTYL5 (HY5) is a bZIP-type transcription factor that extensively regulates photomorphogenesis through binding to light-inducible or light-repressed genes in plants [14,15,16]. HY5 acts downstream of photoreceptors, phytochromes and cryptochromes [17]. The loss-of-function *Arabidopsis* mutant of the *HY5* gene is insensitive to light and shows a long hypocotyl phenotype under different lights including red, far-red and blue lights [18]. Previous ChIP-chip analysis identified more than 3000 HY5 binding sites in the genome [11]. In addition, another report demonstrated by *in vitro* binding assays that HY5 recognizes ACGT-containing sequence motifs [19].

TFs for *in vitro* DNA binding assays are often produced using a protein synthesis system in *E. coli* but this system requires different codon usage from eukaryotes and gives no post-translational modifications. Wheat germ extract is a powerful cell-free tool to synthesize large amounts of eukaryotic proteins from *in vitro* transcribed mRNAs [20,21]. Proteins synthesized by this method possess post-translational modifications. In order to understand the complete transcriptional network orchestrated by TFs, it is important to establish a more convenient method than ChIP-chip, ChIP-seq or DIP-chip. In this report, we first established an *in vitro* gDNA binding assay like the DIP method using HY5 protein produced by the wheat germ extract system as a model TF and performed next-generation sequencing to identify TF-binding regions. We also show the relationship between the binding targets and the blue light response revealed by RNA-seq. Here, we demonstrate a powerful use of an established method to reveal the gDNA binding potential of TFs.

## 2. Experimental Section

### 2.1. Protein Synthesis

The coding sequence of HY5 (AT5G11260) was amplified from a cDNA clone by PCR using PrimeSTAR max polymerase (Takara) and two primers, 5'-ACTCGAGATGCAGGAACAAGCGACTAGCTC-3' and 5'-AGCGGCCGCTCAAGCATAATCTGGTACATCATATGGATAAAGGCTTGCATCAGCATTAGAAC-3', the latter of which includes a sequence for a HA tag, and subcloned into the pCRII-TOPO vector (Life Technologies) creating pCRII-HY5-HA. The HY5-HA fragment arising from restriction cleavage of pCRII-HY5-HA with XhoI and NotI was inserted into equivalent sites of the pEU vector (Cell Free Science) creating pEU-His-HY5-HA. For protein synthesis from pEU-His-HY5-HA, *in vitro* transcription and translation in wheat germ extract (WEPRO7240H Expression kit) using the Protemist-DT II, an automatic machine (Cell Free Science), was performed according to manufacturer’s instructions. Protein synthesis was performed in a 6 mL volume. After purification of the proteins the solvent (20 mM sodium phosphate pH 7.5, 0.3 M NaCl, 0.5 M imidazole) was replaced with storage buffer (1× phosphate buffered saline (PBS; 137 mM NaCl, 2.7 mM KCl, 10 mM Na_2_HPO_4_, 1.76 mM KH_2_PO_4_) pH 7.4, 10% glycerol, 5 mM EDTA) using Amicon Ultra Centrifugal Filters (Ultracel-10K) (Millipore) to a final volume of 250 µL.

### 2.2. SDS-PAGE and Western Blot

The synthesized proteins were loaded onto a 12% SDS-PAGE gel for electrophoresis and then stained with CBB for visualization. Alternatively, after electrophoresis, proteins were transferred onto an Immobilon-P membrane (Millipore) followed by blocking in buffer (1× Tris-buffered saline (TBS; 25 mM Tris-HCI pH 7.4, 137 mM NaCl, 2.7 mM KCl), 3% skimmed milk). Anti-HA antibody conjugated with peroxidase (Roche), anti-HY5 antiserum and anti-rabbit antibody with peroxidase (GE Healthcare) were used for detection of HY5-HA. Proteins were visualized by the ECL Prime Western Blotting Detection System and detected using an ImageQuant LAS 4000 (GE Healthcare).

### 2.3. DNA Immunoprecipitation, Sequencing and Analysis

Genomic DNA (gDNA) was extracted from the whole aerial portion of two-to-four-week-old Arabidopsis Col-0 plants using a DNeasy Plant Midi Kit (Qiagen) and sheared into lengths of approximately 150–200 nt by Covaris S (Covaris).

Approximately 10 µg of recombinant HY5-HA protein were mixed with a 60 µL volume of Dynabeads Protein G (VERITAS) and 5 µg of anti-HA antibody (abcam) in 400 µL of solution A (1× PBS pH 7.4, 5 mM EDTA, 0.05% Triton X-100, 5% glycerol) and then incubated with constant rotation for two hours at room temperature. The beads combined with HY5-HA were washed twice using solution A and resuspended in 500 µL of solution A. The sheared gDNA fragments (25 µg) were added into the solution containing the beads with HY5-HA and incubated with constant rotation overnight at 4 °C. The HY5-HA beads bound with gDNA fragments were washed four times in solution A and resuspended in 100 µL of solution B (10 mM Tris-HCl pH 8.0, 10 mM EDTA, 0.5% SDS). This was mixed with 5 µL of proteinase K (2 mg/mL) and incubated for two hours at 37 °C. The gDNA fragments were recovered by phenol:chloroform, and chloroform extractions followed by ethanol precipitation. A library for next-generation sequencing was constructed using the TruSeq ChIP Sample Prep Kit (Illumina) and the pair-end sequencing (2 × 150 bp) was performed using a MiSeq sequencer (Illumina) according to the manufacturer’s instructions.

The reads (approx. 2 × 12.6 M reads) obtained as fastq files were mapped onto the genome by the Bowtie 2 program [22] and peak detection (*q*-value < 0.01) of gDB-seq was performed using the MACS2 program [23]. Approximately 25.3 M reads were mapped. Peak scores were defined as −10 × LOG10 (*p*-value) in MACS2. Using the GADEM program [24], we detected candidate motifs and the JASPAR database was used to carry out a motif similarity search [25].

Determination of distance from TSS to HY5-binding sites (Figure 2B) was done based on information of “Genic Top TSS Peak” that represents one peak for one gene [26].

### 2.4. Microarray Analysis

Seeds were sown on filter paper that was put onto medium (1× Murashige Skoog pH 5.8, 0.8% agar) and incubated under white light for three days. Total RNAs were extracted using a RNeasy Plant Mini Kit (Qiagen). Labeling of the RNAs with Cy3 was performed by a One-color Quick Amp Labeling Kit (Agilent). Hybridization to Agilent Arabidopsis 44K microarray was performed using a Gene Expression Hybridization Kit in an oven according to the manufacturer’s instructions (Agilent). Signals were obtained using a DNA Microarray Scanner (Agilent). Three replicates of the microarray analyses were performed in wild type and *hy5* (SALK_096651) [27]. For data analysis, signals of the raw data were normalized to each value of the third quartile point. Significant differences were defined by *Welch*’s *t*-test (*p* < 0.05) and 2- or 0.5-fold changes.

### 2.5. RNA-Seq Analysis

Three-day-old wild-type Col-0 plants grown on filter paper in the dark, as described above, were exposed to blue light and harvested after one-hour exposure. Total RNAs were extracted using Trizol reagent (Life Technologies) and purified by PureLink RNA Mini Kits (Life Technologies). Directional RNA-seq libraries were constructed using TruSeq Small RNA Sample Prep Kits and TruSeq RNA Sample Preparation Kits according to the Directional mRNA-Seq Library Prep. Manual (Illumina) and sequenced using a HiSeq sequencer (Illumina). The reads (60 nt, fastq files) were mapped onto the genomic sequence by the Tophat program (max_segment_intron, 500; library_type, fr-unstranded) [28] and FPKM values were calculated using the Cufflinks program [29]. Significant difference was defined by three values, *Welch*’s *t*-test (*p* < 0.05), FPKM average > 1 and 2- or 0.5-fold changes.

### 2.6. Semi-Quantitative RT-PCR Analysis

Total RNAs were extracted using the RNeasy Plant Mini Kit (Qiagen) and then digested with DNase I (Takara). Reverse transcription from 1 µg of the total RNA was performed using the PrimeScript II first strand cDNA Synthesis Kit (Takara). Quantitative PCRs were performed using PrimeSTAR max polymerase (Takara). Primers used here are listed in Table S1. PCR products were loaded onto a 1.5% TBE agarose gel containing SYBR Gold Nucleic Acid Gel Stain (Life Technologies) and visualized under ultra-violet light.

## 3. Results and Discussion

### 3.1. Synthesis of Recombinant HY5 Protein

A cell-free expression system in wheat germ extract was used to produce recombinant HY5 proteins with a His-tag at the N terminal and a HA-tag at the C terminal (His-HY5-HA). Purified recombinant proteins were subjected to gel electrophoresis and visualized by Coomassie Brilliant Blue (CBB) staining (Figure 1A). Production of HY5 protein was also confirmed by Western blot analysis using anti-HA antibody (Figure 1B, asterisk) and anti-HY5 antibody (Figure 1C, asterisk). The molecular weight of the detected protein was approximately 34 kDa, whilst the predicted molecular weight was 20.8 kDa. A similar difference between *in vivo* synthesized HY5 and its predicted molecular weight has been reported previously [15]. This difference indicates that the HY5 protein produced in the wheat germ extract has undergone unknown post-translational modifications. Thus, we could use a form of recombinant HY5 protein that was similar to the *in vivo* form for the following experiments.

### 3.2. Establishment of *in Vitro* Genomic DNA Binding Assay

We established a method to identify HY5 genomic binding sites based on *in vitro* gDNA immunoprecipitation like DIP-chip [13] and next-generation sequencing. A detailed description is given in the Materials and Methods section. Firstly, recombinant HY5 proteins, His-HY5-HA, were bound to beads, mixed with sheared gDNA fragments (150–200 bp) and incubated *in vitro*. After immunoprecipitation using anti-HA antibodies, gDNA fragments bound with His-HY5-HA were recovered and subjected to next-generation sequencing. The read sequences were mapped onto the *Arabidopsis* genome and then peak binding locations were detected *in silico*. We detected 2503 HY5-binding peaks located in the *Arabidopsis* genome and 17 peaks located to the mitochondrial or chloroplast genomes (MACS2 *q*-value < 0.01). Of the nuclear genome peaks, 2177 mapped to the regulatory regions of 3195 nuclear genes. These regions are defined as being from 2000 bases upstream to 500 bases downstream of the gene (Figure 2A and Table S2). Of these, 60% are located either 500 bases upstream (the promoter) or inside the genes (gene bodies), although some peak positions mapped 500 bases downstream. In addition, we compared the HY5-binding peak positions with TSSs (transcription start sites) that have been identified previously [26]. Many of the positions were strongly associated with the 200-base (promoter) region upstream from the TSSs (Figure 2B). On the other hand, 326 peaks mapped to intergenic regions. We named this method that identifies TF-binding sites from genomic fragments as the gDNA binding sequencing method (gDB-seq).

**Figure 1:**
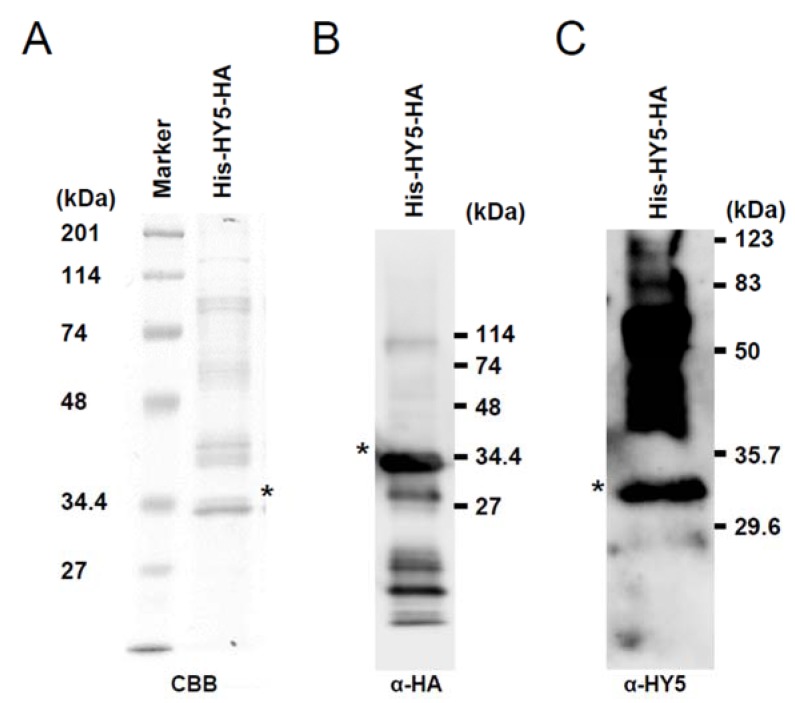
Recombinant His-HY5-HA protein produced in wheat embryo extract. (**A**) CBB (Coomassie Brilliant Blue) staining of the gel on which purified proteins were loaded. (**B**) and (**C**) Western blot analysis of the purified proteins using anti-HA antibody (**B**) and anti-HY5 antiserum (**C**), respectively. Asterisks indicate the positions of His-HY5-HA, respectively.

We predicted five conserved sequence motifs of the HY5-binding sites using the surrounding sequences of 498 peaks with the highest peak scores using GADEM program [24] and found that one of the five conserved sequences contains 5'-(G/T)(C/A)CACGT(C/G)-3' that is similar to the HY5-binding motif registered in the JASPAR database, indicating that the motif prediction is almost accurate (Figure 3A and Figure S1) [25]. Of the 2520 detected peaks, 2301 and 1976 peaks contain at least one ACGT or CACGT consensus sequence(s), respectively, within 400 bases of the peaks (Table S3). The number of ACGT- or CACGT-containing sequences in the gene-related regions tended to correlate with the peak scores (Figure 3B and Figure 3C). These observations indicated that the gDB-seq of HY5 sufficiently uncovers binding motif and genomic binding sites.

**Figure 2:**
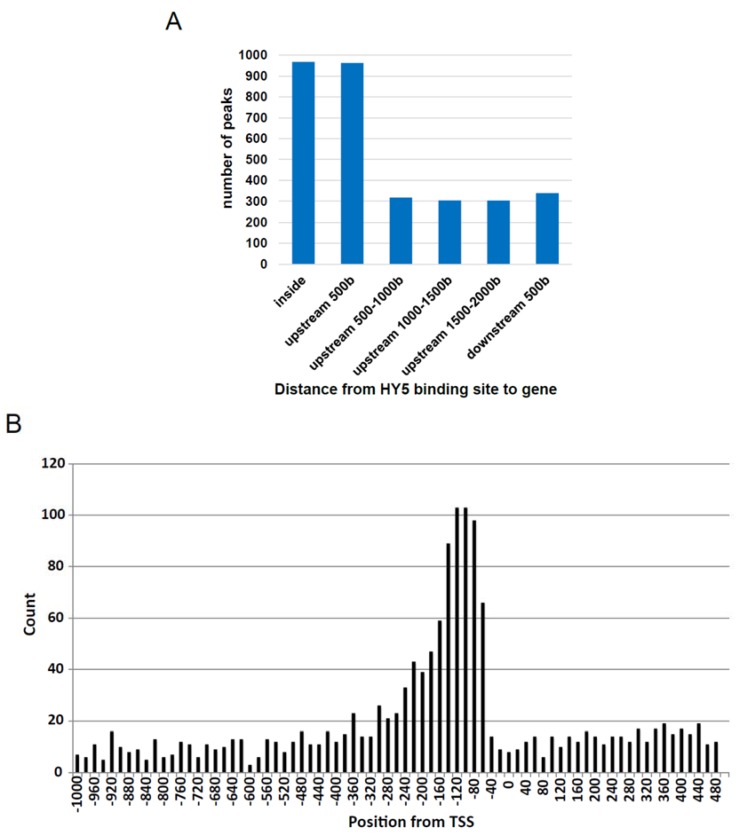
Peak positions derived from HY5 gDB-seq. (**A**) Positions of detected peaks around the HY5-binding genes. (**B**) Distribution of gDB-seq peak positions from transcription start sites (TSSs).

The HY5 gDB-seq data can be visualized using GBrowse located at http://plant.psc.riken.jp/cgi-bin/gb2/gbrowse/arabidopsis. For example, in the promoter region of *AT1G12200*, there is a peak in which there are two CACGT-containing motif sequences (Figure 4). In ChIP-based methods, several factors in the nucleus may affect the selection of binding sites by the TF and the TF’s binding affinity. On the other hand, a uniform pool of gDNA fragments was mixed with recombinant TF proteins thus avoiding any involvement of other factors in the binding assay of gDB-seq. Therefore, using gDB-seq it is possible to find the relative TF affinity (peak score) to a binding site compared with those of other binding sites. For example, the score (218.0) of the peak located upstream of AT1G12200 (Figure 4) is higher than that (128.6) of the peak located upstream of AT1G10090, indicating that HY5 binds upstream of AT1G12200 more strongly than it does upstream of AT1G10090 (Table S2).

**Figure 3:**
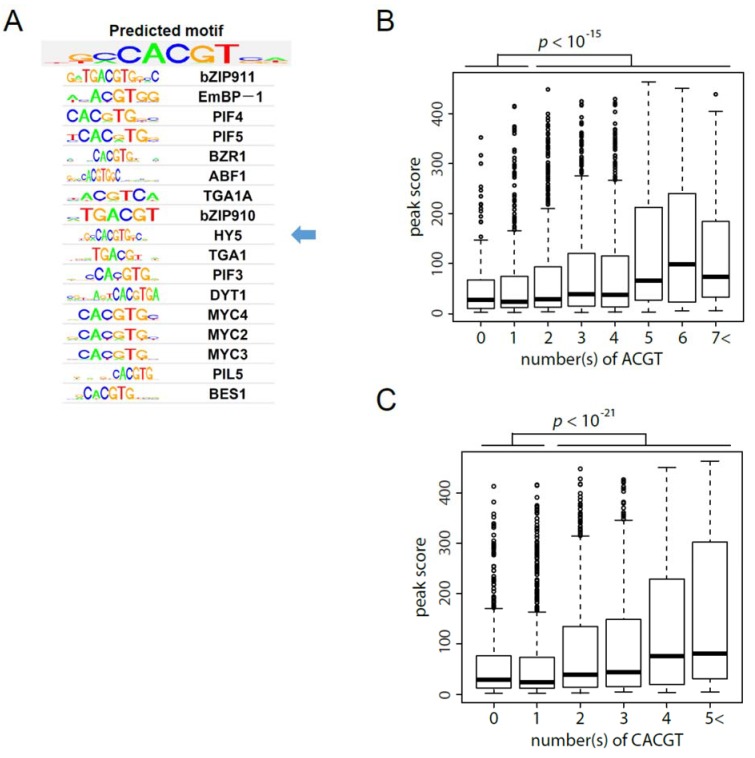
Motif prediction of HY5-binding sequence. (**A**) Results of the HY5-binding motif prediction and similarity search in the JASPAR database. Seventeen TFs with similar motifs as those of HY5 are shown under the predicted motif. Arrow indicates a HY5 binding motif registered in the JASPAR database. (**B**) and (**C**) box plots of the distribution of peak scores to number(s) of ACGT (**B**) and CACGT (**C**) sequence(s), respectively. *p*-values of peak scores between categories (0 and 1) and (2<) are shown above boxplots. Peak numbers included in each category of (**B**) and (**C**) are 219 (0), 498 (1), 599 (2), 562 (3), 378 (4), 163 (5), 68 (6) and 33 (7<), and 544 (0), 809 (1), 659 (2), 344 (3), 113 (4) and 51 (5<), respectively.

**Figure 4:**
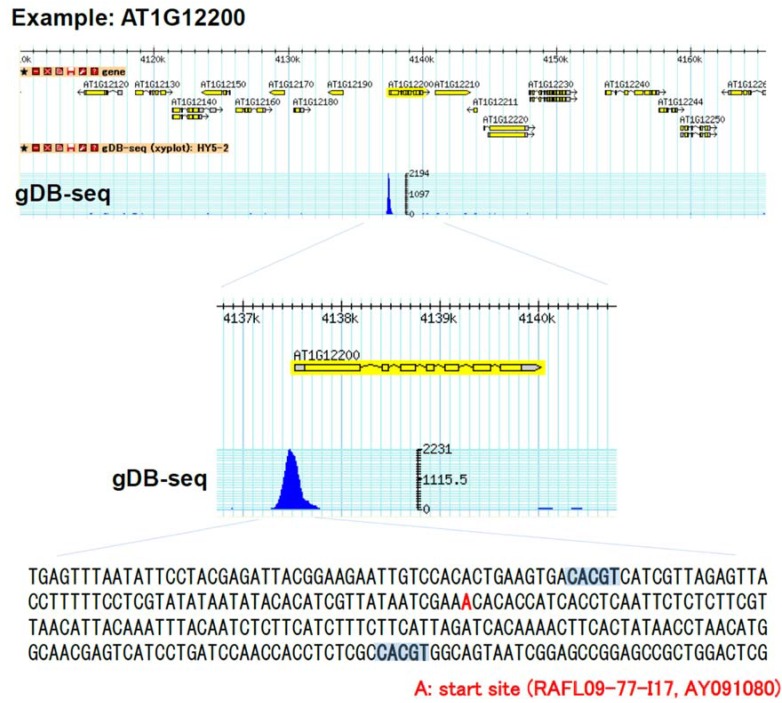
Genome browser view of an example of gDB-seq. There is one peak at the promoter of the AT1G12200 gene. Sequence around this peak contains two predicted motifs (CACGT). Peak score = 218.0. The HY5 gDB-seq data can be visualized using GBrowse located at http://plant.psc.riken.jp/cgi-bin/gb2/gbrowse/arabidopsis.

Some studies have established novel *in vitro* high-throughput methodologies for identifying TF-binding motifs, such as SELEX (systematic evolution of ligands by experimental enrichment)-seq and PBM (protein-binding microarray) methods [30,31,32,33]. Compared with these methods, gDB-seq and ChIP-based methods are good at identifying candidate genes targeted by the TFs as well as binding motifs. In addition, it is possible that gDB-seq uncovers larger number of possible physical binding sites of a TF than ChIP-based methods, because gDB-seq eliminates some *in vivo* interferences, such as environmental conditions, cell types and interaction with other cellular factors.

### 3.3. Comparison of gDB-Seq with ChIP-Chip

In previous ChIP-chip work, 3894 genes were estimated to be binding targets of HY5 [11] and 738 of them overlapped with 3103 light-regulated genes reported previously by microarray analysis using RNAs of cotyledon, hypocotyl and root [34]. To evaluate the gDB-seq results we compared 3195 HY5-binding candidate genes identified through the gDB-seq method with those of the *in vivo* ChIP-chip analysis and also with light-regulated genes. About 36.5% (1166) or 14.6% (468) of candidate genes in gDB-seq overlapped with genes in ChIP-chip or light-regulated genes, respectively (Figure 5 and Table S2).

Lee *et al*. selectively picked up and analyzed four genes, *CAB1*, *CHS*, *RbcS1A* and *F3H*, which were detected by ChIP-chip of HY5 [11]. While the *F3H* and *RbcS1A* genes were also predicted to be HY5-binding genes in this report, the *CAB1* and *CHS* genes were not. When we examined their loci on the genome browser, we observed much lower peaks comprising of small numbers of sequenced reads on both the *CAB1* and *CHS* loci rather than the predicted peaks (Figure 6). The *ANNAT1* gene was also detected by ChIP-chip of HY5 [11], but not by gDB-seq. However, using a cut-off with a higher *q*-value (<0.05) in the MACS2 program resulted in the detection of a peak located in the *ANNAT1* gene (Figure 6), suggesting that the number of gDB-seq peaks may increase if we used different ways to predict the peak positions. Alternatively, as the DNA-protein binding buffer condition could affect gDB-seq results, any changes in the buffer may lead to different results from this report.

**Figure 5:**
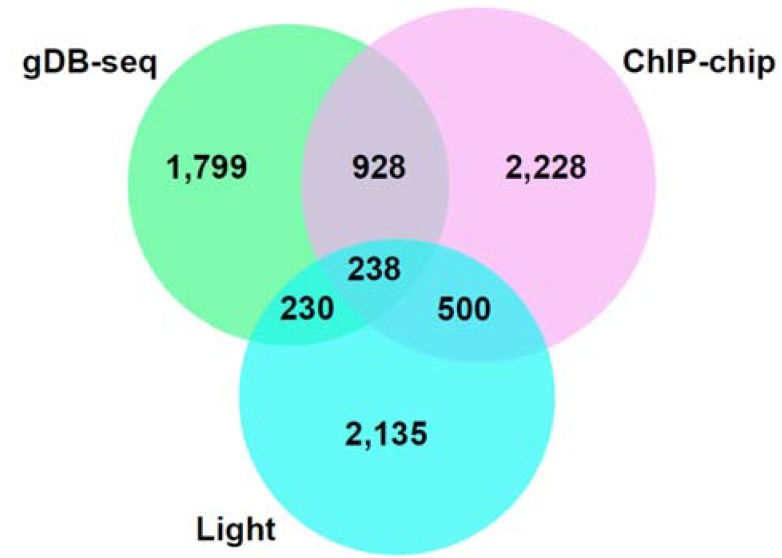
Venn diagram of overlaps between gDB-seq (gDNA binding sequencing), ChIP-chip (Chromatin immunoprecipitation-chip) [11] and light-regulated genes [34].

### 3.4. Association Study between gDB-Seq and Microarray in hy5 Mutant

To identify direct targets regulated by HY5 binding, we performed microarray analysis of three-day-old *hy5* null mutants grown under continuous white light. 

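Total RNA of *Arabidopsis* seedlings grown for 3 days under white light was labeled with Cy3 and hybridized to 6 Agilent one-color arrays, 3 of wild type and 3 of *hy5*. Each array carries 45220 spots. After control spots were removed, 43603 probes remained, with 29030 locus codes. Without the 30 probes that had a spot called an outlier by the scanner software on any array, 29004 genes were represented. The scanner files give the intensity of each spot after the software's background subtraction, and no spot was saturated. In the authors' deposited table these intensities were divided by the 75th percentile of each array, as the methods state. The same step was applied here to the scanner files, over all non-control spots. That percentile was an intensity of 487 to 558 on the wild-type arrays and 981 to 1057 on the *hy5* arrays. The spike-in control spots, which match no plant transcript, moved the other way. For 8 of the 10 spike-in probes the unscaled signal in *hy5* was 0.621 to 0.777 of that in wild type, and for the 2 brightest it was 0.899 and 1.01 of it. All changes given here are relative to the 75th percentile. Between 67.0% and 71.2% of spots were well above background on the wild-type arrays, against 75.4% to 78.7% on the *hy5* arrays. A probe was tested when it was well above background on all 3 arrays of at least 1 genotype, and a gene was represented by its brightest tested probe, which gave 21592 genes. The scaled log2 values were compared with limma, with Benjamini-Hochberg adjustment over these genes. The number of arrays limits the precision of each value. Neither the methods nor the labels state whether the 3 replicates of a genotype were separate plant samples. The spread between arrays, and the p-values that rest on it, may therefore be technical. All wild-type arrays were on slide 1 and all *hy5* arrays on slide 2, and they were scanned in separate sessions, so a difference between slides or scans cannot be told apart from the genotype.

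The *HY5* transcript was measured first. Its signal over the 75th percentile was 1.31 ± 0.0716 (SD, n = 3 arrays) in wild type and 0.0223 ± 0.00569 (SD, n = 3) in *hy5*. This is a log2 difference of -5.91 (standard error 0.178, limma adjusted p = 7.58e-06), and the probe was well above background on all 6 arrays. With normexp background correction, which adds an offset, the log2 difference was -4.20.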

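By limma, at an adjusted p under 0.05 and a change of at least 2-fold, 1414 genes were higher and 1046 genes were lower in *hy5* than in wild type. These counts include chloroplast and mitochondrial genes, which the authors' table lacks. On that table, with the same filter, limma called 1411 genes higher and 995 lower. Without a filter on dim probes, the methods' t-test on linear signals at its unadjusted threshold called 1266 genes higher and 2908 genes lower. The number of lower genes moved most with limma without the filter, which called 1383 genes higher and 3664 lower. The number of higher genes moved most with normexp background correction, which called 529 genes higher and 724 lower. Of those 2908 genes, 1936 (66.6%) were not well above background on all arrays of either genotype, and 1879 of them were not well above background on any array. Among the 1266 higher genes, 900 were well above background on all arrays of both genotypes and 360 on those of *hy5* alone. Of the genes called by limma, 945 higher and 1005 lower genes were well above background on all arrays of both genotypes. A further 469 higher genes were well above background on all arrays of *hy5* and not on all arrays of wild type.

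**Figure D1:**
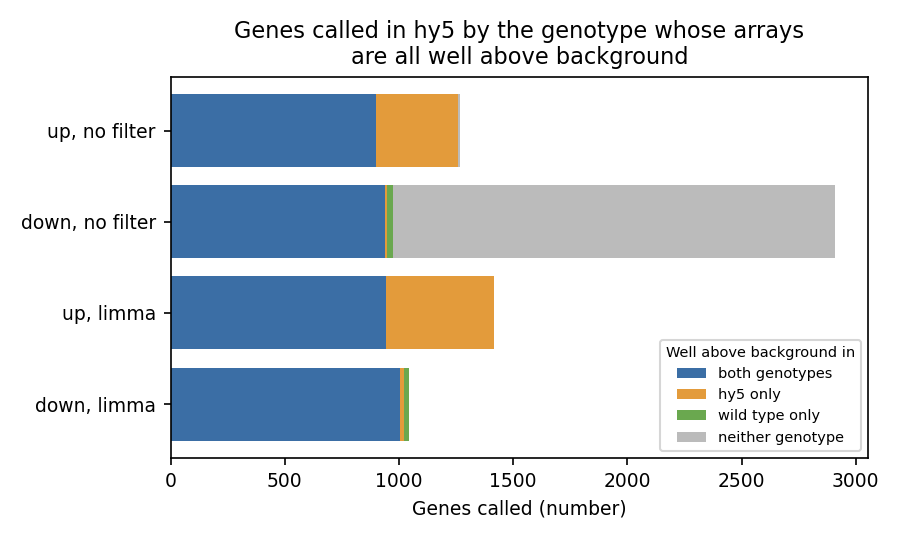
Number of genes called higher (up) or lower (down) in *hy5*, by the methods' t-test on linear signals without a filter and by limma with the filter. Colors give the genotypes in which all arrays were well above background, and the gray part of the lower genes without a filter is the 1936 genes measured on all arrays of neither genotype.

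The largest rises among genes well above background on all 6 arrays were those of AT1G04560, AT5G44310 and AT3G01570, with log2 differences of 5.50 (standard error 0.404), 5.18 (standard error 0.326) and 5.17 (standard error 0.305). The largest falls, after *HY5* itself, were those of *MRD1* (AT1G53480), with a log2 difference of -5.18 (standard error 0.12), and *MYB12* (AT2G47460), with -4.97 (standard error 0.106). Their limma adjusted p ranged from 2.88e-06 to 6.93e-05. With each array left out in turn, the log2 difference of AT1G04560 lay between 5.09 and 6.01 and that of *MRD1* between -5.28 and -5.11. Each of these genes has a low signal in 1 genotype, and the size of its change depends on the background correction. With normexp, which adds an offset, the 3 rises were 3.54, 3.81 and 4.25, *MRD1* was at -4.55 and *MYB12* at -2.80. A list of 25 seed maturation genes was also higher in *hy5*, with a median log2 difference of 1.96. An earlier stage of the *hy5* seedlings, or seeds that had not germinated, would raise such genes and was not excluded. The largest rises are therefore not evidence of direct repression by HY5.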

We found that 1391 or 3242 genes were up-regulated or down-regulated in *hy5* mutants, respectively, compared to wild type (twofold and *p*-value < 0.05). In this microarray, probes of 3050 genes of the 3195 HY5-binding genes were plotted and accumulation of most of their transcripts in the *hy5* mutants was equivalent to those in wild-type plants (Figure 7A). However, 234 or 236 transcripts of 3050 HY5-binding genes overlapped with the up-regulated or down-regulated transcripts in the *hy5* mutants, respectively (Figure 7B and Table S4). These include novel HY5-regulated candidate genes that were not identified previously [11]. These results indicate that HY5-binding potential does not necessarily associate with the accumulation of transcripts from the HY5-targeted genes and that secondary effects by disruption of the *HY5* gene had a much larger impact on the whole transcriptome than any direct effect.

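The part of Table S2 used here is its first 1999 of 3628 rows, in genome order, with 1803 genes. Of these, 1483 genes had a tested probe. Across them, the mean log2 signals in wild type and *hy5* had a Pearson r of 0.961, and 86.3% of the genes differed by less than 2-fold. These values are across genes, which are not independent replicates. Across all 21592 genes tested, r was 0.972 and 88.4% differed by less than 2-fold. Within a genotype, r between arrays lay between 0.994 and 0.996, above the 0.963 to 0.972 between arrays of different genotypes. Without the filter on dim probes, 1705 genes of the same part of Table S2 could be compared, and the share within 2-fold was 81.9%. With normexp background correction it was 92.4%.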

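Of the 234 genes that Table S4 gives as up-regulated, 233 had a tested probe, and 211 were called higher in *hy5* by limma. All 233 were higher in *hy5*, with a median log2 difference of 1.49. Of the 236 genes given as down-regulated, 143 had a tested probe, and 123 were called lower, with a median of -1.25. The other 93 were not well above background on all arrays of either genotype at any probe. Adjusted over the list alone, the counts were 211 and 123 as well. The paper chose both lists on these same arrays, so this is not independent evidence.

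Without the filter, the methods' t-test on linear signals called 205 of the 236 genes lower. Among the genes of the list measured on all 6 arrays, *MYB12* and *ATS3* (AT5G07190) fell with *HY5*. The signal of *ATS3* was 0.231 ± 0.0187 (SD, n = 3) in wild type and 0.0307 ± 0.00288 (SD, n = 3) in *hy5*, 7.53-fold lower in the mutant. The largest rises in the list were those of AT3G01570, *ATOEP16-2* (AT4G16160) and *EM1* (AT3G51810). *ATOEP16-2* had a log2 difference of 5.10 (standard error 0.383, limma adjusted p = 7.53e-05), and 2.84 with normexp. *EM1* had 4.73 at its brightest probe and 1.06 at its other probe, which was not well above background on any wild-type array. With normexp, *EM1* was at 3.56 and *ATS3* at -1.75. The limit given above for the largest rises, an earlier stage or ungerminated seeds, holds for this list too. 5 of the 143 tested down-regulated genes were higher in *hy5*. *FUM2* (AT5G50950), named after its values were seen like the next 3, had a log2 difference of 0.57 (limma adjusted p = 0.00132), under the 2-fold limit. AT5G59050, AT5G23930 and AT3G52500 had 0.18, 0.05 and 0.03, with limma adjusted p of 0.262 to 0.881. The fifth was *P5CS1* (AT2G39800). Its brighter probe was well above background on all 6 arrays and had a log2 difference of 0.30 (standard error 0.112, limma adjusted p = 0.0547). The other *P5CS1* probe was not well above background on any array.

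**Figure D2:**
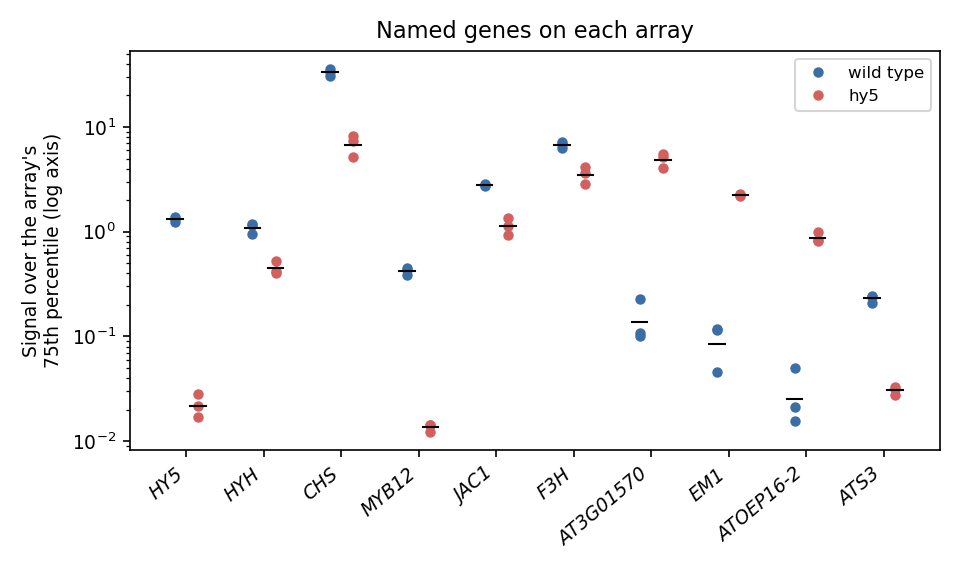
Signal over the array's 75th percentile, on a log axis, of 10 genes on each array of wild type (blue) and *hy5* (red). Points are arrays and black lines are geometric means of 3 arrays. The arithmetic means of *HY5* are 1.31 in wild type and 0.0223 in *hy5*, and those of *EM1* are 0.0923 and 2.25.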

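In the part of Table S2 used here, 142 up-regulated and 124 down-regulated genes of Table S4 are listed with a gDB-seq peak. Table S2 marks no ChIP-chip site for 75 of the 142 genes and for 70 of the 124. By limma, 71 of those 75 genes were called higher in *hy5*, and 31 of those 70 were called lower. A further 35 of the 70 had no probe well above background on all arrays of a genotype, so 31 of 35 tested genes were called. Among the genes marked in ChIP-chip, 57 of 67 were called higher and 31 of 54 lower, with 16 of the 54 not tested, so 31 of 38 tested genes were called.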

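Of the 2460 genes called by limma in either direction, 334 (13.6%) were in Table S4 and 2126 were not. Table S4 holds the HY5-binding genes that passed the methods' t-test on these arrays, so the 2126 can include HY5-binding genes that did not. On the deposited table, with no filter and any probe of a gene counted, that t-test also called 1259 of the 1414 higher genes. It called 924 of the 1046 lower genes as well, and could not call the chloroplast and mitochondrial genes among them, which that table lacks. This setting, chosen after seeing the values, gave the paper's counts. If its calls are the paper's own, other HY5-binding genes can lie only among the limma calls it did not share. From the results of Figure 7, the paper concludes that the potential of HY5 to bind a gene is not necessarily associated with the level of its transcript, and that secondary effects of the loss of *HY5* changed the transcriptome more than direct effects did.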

**Figure 6:**
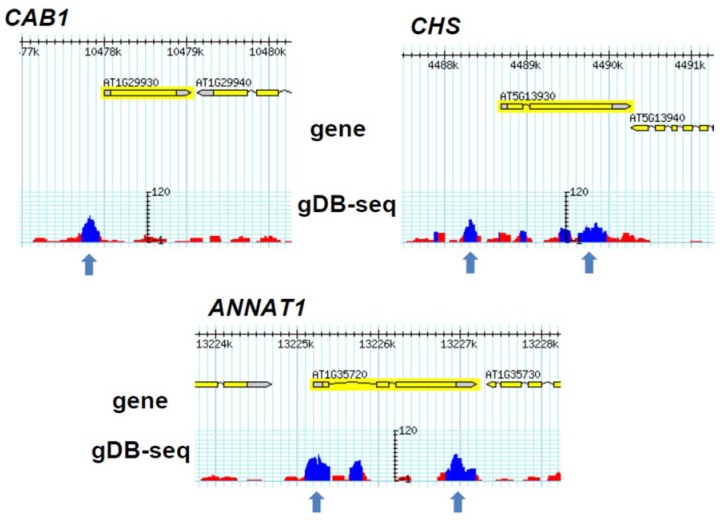
Genome browser view of the *CAB1*, *CHS* and *ANNAT1* loci. Arrows indicate possible peak positions, which were not detected in MACS2 (Model-based Analysis of ChIP-Seq) peak prediction.

**Figure 7:**
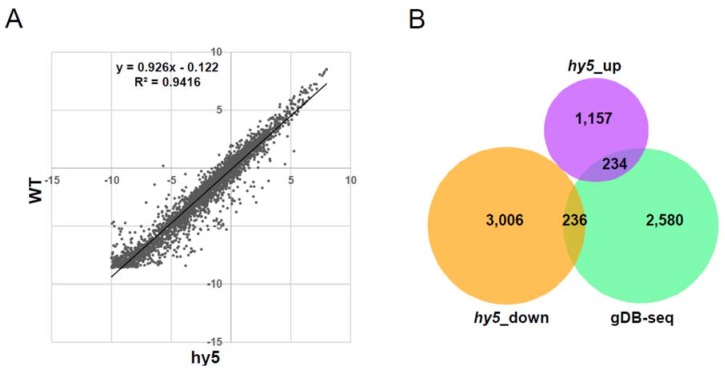
Microarray analysis in *hy5* null mutant. (**A**) Dot plot of the accumulation of 3050 HY5-binding genes in wild type (WT) and *hy5*. LOG2 values of normalized signals were plotted. (**B**) Venn diagram of overlaps between HY5-binding genes and genes that showed a significant difference in microarray analysis in the *hy5* mutant.

### 3.5. Role of HY5-Binding Potential in Response to Blue Light Exposure

As shown in Figure 5, several HY5-binding genes overlapped with light-regulated genes. In order to know the transcript profiles of the HY5-binding genes in response to blue light exposure, three-day-old plants grown in the dark were transferred to blue light, grown for one hour under blue light, and harvested. We then performed directional RNA-seq analysis and the results showed that 684 or 484 transcripts were up-regulated or down-regulated, respectively. The accumulation tendency of the transcripts from HY5-binding genes is comparable between dark and blue light (Figure 8A). Nevertheless, 80 down-regulated and 183 up-regulated genes in *hy5* overlapped with HY5-binding genes (Figure 8B and Table S5). For example, blue-light inducible genes, *CRY3* and *EFO1*, possess gDB-seq peaks at the promoter and gene body, respectively (Figure 8C).

**Figure 8:**
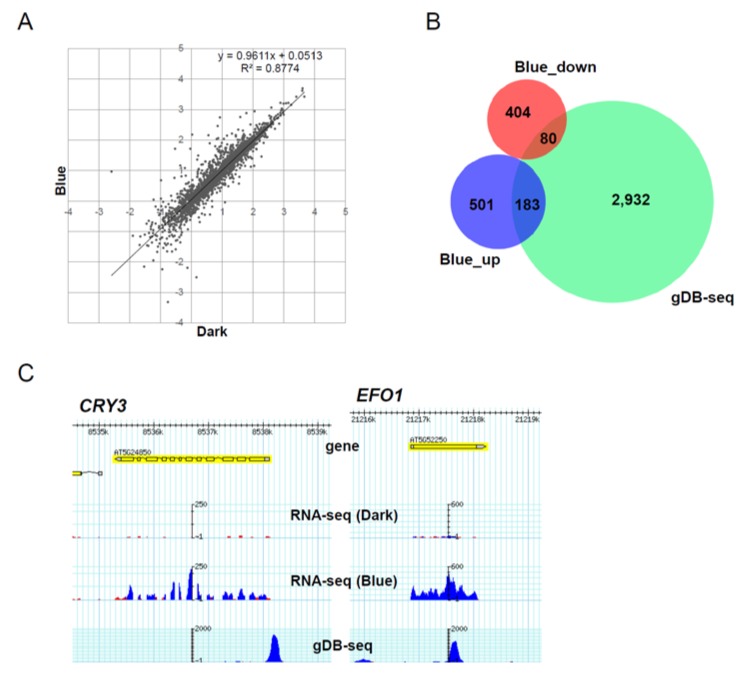

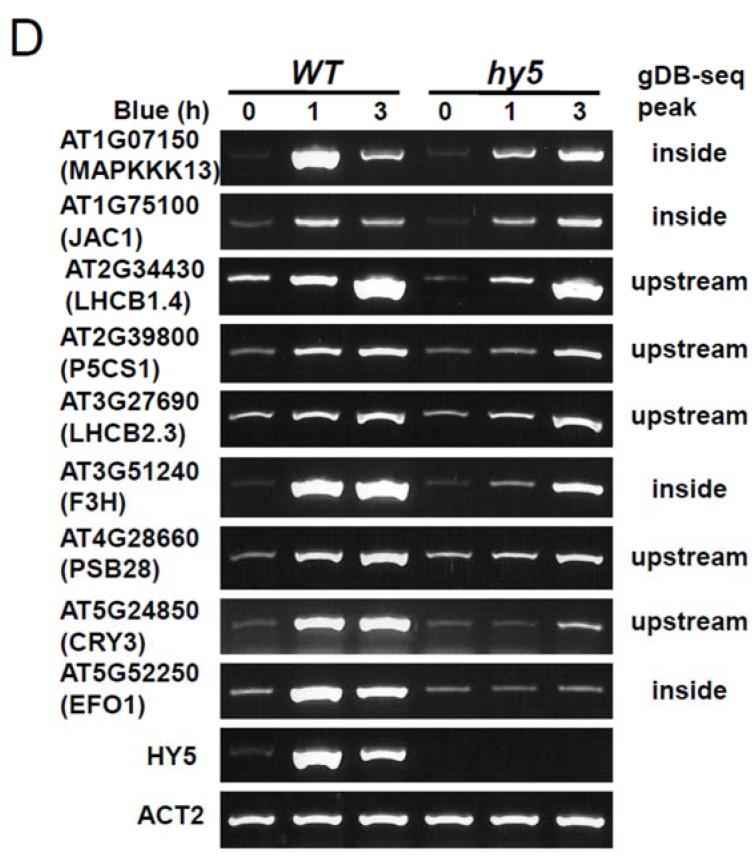
Relationship between HY-5 binding potential and early blue-light response. (**A**) Dot plot of the accumulation of 2631 HY5-binding genes in plants grown in the dark and under blue light for 1 hour. LOG10 (in −4~4) values of FPKMs (Fragments per kilobase of exon per million mapped reads) were plotted. (**B**) Venn diagram of the overlaps between HY5-binding genes (gDB-seq), blue-inducible genes (Blue_up) and blue-repressed genes (Blue_down). (**C**) Genome browser view of two examples (the *CRY3* and *EFO1* loci) of blue light-inducible genes with HY5-binding sites. (**D**) Semi-quantitative RT-PCR (Reverse Transcription-Polymerase Chain Reaction) analysis of nine HY5-binding genes, *HY5* and *ACT2*. *ACT2* accumulation was used as a loading control. The peak positions of gDB-seq are shown on the right.

To understand the role of HY5 binding on blue-inducible genes, we examined the change in accumulation of the transcripts of nine blue-inducible HY5-binding genes by semi-quantitative RT-PCR analysis. We detected delayed induction of eight transcripts including *MAPKKK13*, *JAC1* and *F3H* in *hy5* mutants compared with wild type (Figure 8D). This result suggests that HY5 binding positively regulates efficient induction of blue-light inducible genes *in vivo*. Interestingly, it is possible that HY5 binds and affects gene expression not only by binding promoters but also by binding gene bodies, such as the *EFO1* locus (Figure 8C and Figure 8D).

The result above is one example of how gDB-seq analysis will contribute to future research that will clarify the regulatory mode of transcription by TFs during environmental change in plants. Generally, *in vivo* ChIP-based methods identify physiological TF-binding sites, while *in vitro* gDB-seq, reveals the candidate genes regulated by a TF. The information from gDB-seq will be useful to elucidate the whole picture of genes that are controlled by TFs.

HY5 regulates blue-light signaling pathway through physical interaction with other bZIP-type TFs, HYH and GBF1 [18,35]. GBF1 antagonistically acts with HY5 and HYH in seedling development [18]. HY5 also interacts with some B-Box-containing TFs like BBX21, BBX22 and BBX25 [36,37,38]. While BBX21 and BBX22 act as positive regulators of photomorphogenesis [36,37], BBX25 does as a negative regulator by down-regulating *BBX22* expression [38]. The output of gDB-seq ignores these interactions and chromatin states, which are often important for *in vivo* regulation of gene expression by HY5. Therefore, additional studies through other approaches may be required to reveal regulation of genes targeted by HY5 based on gDB-seq information.

## 4. Conclusions

In this research, we established an *in vitro* methodology for identifying TF-binding sites based on protein synthesis in wheat germ extract, DNA immunoprecipitation and next-generation sequencing. This method was applied to the HY5 transcription factor, a key regulator of photomorphogenesis. Comparison between our gDB-seq and previous ChIP-chip analyses suggests that *in vitro* gDB-seq covers the *in vivo* binding sites of HY5 to some extent. *In vivo* ChIP-chip and ChIP-seq reveal physiological binding sites of TFs, while *in vitro* gDB-seq identifies a comprehensive set of physical binding sites. Therefore, this method will be useful to understand the overall nature of physical TF binding sites and identify their affinity strengths and conserved motifs.

## Supplementary Files

Supplementary File 1

Supplementary File 2

# Supplementary material for: Next-Generation Sequencing of Genomic DNA Fragments Bound to a Transcription Factor in Vitro Reveals Its Regulatory Potential
**Source:** Genes (Basel). 2014 Dec 19;5(4):1115–31. doi: 10.3390/genes5041115
**Supplement:** Supplementary File 2

**Supplementary Materials**

**Figure S1.** Five predicted sequence motifs of HY5-binding sites using the surrounding sequences of 498 peaks with the highest scores. Twenty TFs with similar motifs as those of HY5 are shown under the predicted motif (top).

How the deposited data were processed for this re-analysis (not part of the article)

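The data were 6 one-color Agilent arrays of *Arabidopsis* seedlings grown for 3 days under white light, 3 of wild type and 3 of the *hy5* mutant. Genotype and replicate number were taken from the sample labels and the methods. The gDB-seq, blue-light RNA-seq and RT-PCR samples were not analysed here.

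The authors deposited the scanner output of each array, in which a spot's value is an intensity on a linear scale after the scanner software's background subtraction. The authors also deposited a table of ratio values, which are these intensities divided by the 75th percentile of each array. Over its 38464 entries, the table's divisor on each array equaled the 75th percentile of those entries. It was an intensity of 564 to 644 in wild type and 1136 to 1228 in *hy5*. Probes of the organellar genomes and probes with no locus code are on the arrays and not in that table.

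From the scanner files, log2 of the processed signal was taken relative to each array's 75th percentile over non-control spots. Spots of the same probe were averaged on the log2 scale, and 30 probes with outlier flags were left out. A probe was tested when it was well above background on every array of at least 1 genotype. A gene with several tested probes was represented by the one with the highest mean signal. Among 6223 genes with several tested probes, 53 had probes that differed from 0 in opposite directions at an adjusted p under 0.05. Gene names came from the TAIR10.1 gene table, which held 28595 of the 29030 locus codes on the array. No coordinates were taken from it, because the array's design is older.

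Genotypes were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), two-sided. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold. 8 gene lists, the blue-inducible and blue-repressed genes of Table S5 and 6 lists by words in the gene table's names and synonyms (light harvesting and photosystem, flavonoid, seed maturation, ribosomal protein, auxin-responsive and cell wall loosening), were tested with camera at a preset correlation of 0.01 and with fry, with adjustment over the 8 lists. The scripts were tested on simulated arrays with the real means and spreads of 21592 genes. For 3 against 3 arrays and 200 genes changed 4-fold, limma called 186 of the changed genes and 1 unchanged gene. For a change of 2.5-fold it called 172 of 200.

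The named genes were *HY5*, the genes with a probe that the paper names by symbol or locus code in its results, discussion and figures (APETALA2, named only in the introduction, was not included), and the 3 largest rises and 3 largest falls among all called genes and among those of Table S4 that were well above background on all 6 arrays with no overlap between genotypes. The design, the gene lists and most alternatives were fixed before the data were examined. They cover background correction, normalization, the filter on dim probes, several probes of a gene, the deposited table, the empirical Bayes prior, the methods' t-test, a replicate block and each array left out in turn. For normexp, the median signal of each spot was used with its background median and an offset of 50, because the files hold no mean signal column. Cyclic loess and 2 ways of counting a gene when any of its probes passes were added after the data were seen.

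Arrays of each genotype were on a slide of their own and scanned in a session of their own, so no slide or scan block could be fitted. Arrays with the same replicate number did not deviate together, and no pair of arrays held identical values. Table S2 and Table S3 were at hand only in part, so no overlap or set test was run on them. Genes of near-identical families, such as *CAB1*, *LHCB1.4* and *RbcS1A*, can share probe signal and are uncertain for that reason.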

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

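The tests of signal-dependent trends, of single samples and of slides in this part were chosen after the results were seen. The seed maturation list and its stage hypothesis were fixed before.

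Seed maturation genes, which the paper does not discuss, were higher in *hy5* than in wild type. The median log2 difference of the 25 genes was 1.96, with 23 genes higher, 2 lower and 19 called higher by limma. The camera adjusted p was 3.17e-07 and the fry adjusted p 0.00141, and with an estimated correlation the camera adjusted p was 0.31. Under normexp the median was 0.76 (camera adjusted p = 8.49e-08). The list kept a median of at least 2.08 under quantile normalization and cyclic loess, which argues against a signal-dependent trend between arrays as the whole of the rise. Its lowest median on a *hy5* array was 1.58 above its highest on a wild-type array on the log2 scale. This argues against seed transcripts in a single *hy5* sample, unless the *hy5* arrays shared a pool of plants, which the labels do not settle. The list medians on the *hy5* arrays were -0.69, -0.37 and -1.50, against -3.10, -3.08 and -3.18 on the wild-type arrays. The hypothesis that *hy5* seedlings were at an earlier stage after germination predicted a rise by camera and fry, which was seen (camera adjusted p = 3.17e-07). That value is the rise itself, so it cannot separate this hypothesis from any other cause of a rise. Seeds that had not germinated in every *hy5* sample would give the same rise and were not tested. A direct effect of the loss of *HY5* on these genes was not tested either. A difference between slides or scans stays open, because 0 slides hold arrays of both genotypes.

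292 probes with no locus code differed between genotypes by limma over all tested probes, with 159 higher and 133 lower in *hy5*. This is 11.4% of the 2567 tested, close to the 10.5% of tested probes in the deposited table. The paper reports on none of them. Whether slides or scans contribute cannot be told apart from the genotype, since 0 slides hold both, and no biological explanation was tested.

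60 probes of the organellar genomes, of 136 tested (44.1%), were called lower in *hy5*, and the median of all 136 was -0.91 (log2). The 36 organellar probes with a wild-type signal of 1000 to 10000 had a median of -1.22, with all 36 lower, while other nuclear probes there had -0.0089. The fall is therefore not explained by the brightest signals rising less than the rest. A difference between slides or scans stays open (0 slides hold both genotypes), as does a difference in how organellar RNA entered the labeling, which was not tested.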

How the results depend on the processing

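Cyclic loess and both ways of counting a gene by any of its probes were chosen after seeing the data. The slide or scan block was not run, because each genotype was on a slide of its own.

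Limma called 2460 genes. Over the alternatives with a filter or a common floor, other than normexp and the arrays left out, the number called lay between 1829 (the methods' t-test after adjustment) and 2694 (limma by any probe). Of the 1414 higher genes, 1394 were called under quantile normalization and 1383 under cyclic loess, and of the 1046 lower genes 1004 and 982. The share of higher genes was 57.5%, against 59.6% and 61.5% under these. With each array left out in turn, the number called lay between 2269 and 2697, with 1285 to 1569 higher and 984 to 1231 lower. The Table S4 counts lay between 203 and 209 for up-regulated and between 114 and 120 for down-regulated genes, and the share of HY5-binding genes within 2-fold between 85.2% and 86.6%.

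Removing the filter admits dim probes. Limma without a filter called 5047 genes, 3664 of them lower, with 207 of the Table S4 down-regulated genes, 81.9% of HY5-binding genes within 2-fold, 27.4% of called genes higher and a median over all genes of -0.18. The methods' t-test without a filter called 4174 genes on linear values (2908 lower, 205 of Table S4) and 4548 on log2 values (3228 lower, 203 of Table S4). On the deposited table, by any probe, it called 4633 (3242 lower, 236 of Table S4). The share of lower genes not well above background on all arrays of either genotype was 66.6% on linear values, 68.9% on log2 values, 68.4% with the mean of a gene's probes and 69.1% on the deposited table. With a common floor, 89.0% of HY5-binding genes were within 2-fold.

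Normexp adds an offset, which shrinks changes of dim genes. It called 1253 genes, 529 of them higher (42.2%), and 101 Table S4 up-regulated genes, with 92.4% of HY5-binding genes within 2-fold. It moved the median of all genes to -0.20 and that of the seed maturation genes to 0.76. Beside this shift, the auxin-responsive median was -0.097, the blue-inducible median -0.29 (camera adjusted p = 0.198), the blue-repressed median -0.11 and AT1G12200 was at -0.074.

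The median of the blue-repressed genes, which was not past the threshold in any setting, changed sign under quantile normalization (-0.033), median scaling (-0.0012), a common floor (-0.0017) and the filter on all 6 arrays (-0.0017), and lay between -0.033 and 0.077 with each array left out. The blue-inducible median was -0.25 without a filter (camera adjusted p = 0.19) and lay between -0.23 and -0.20 with each array left out. The cause was not tested. With the correlation between genes estimated by camera, no list was past the threshold (adjusted p of 0.31 to 0.919), with the same medians of -0.43 (light-harvesting), -0.95 (flavonoid), 1.96 (seed maturation), 0.27 (ribosomal), 0.52 (auxin-responsive), 0.39 (cell wall) and -0.24 (blue-inducible).

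*RbcS1A* was at 0.0013 under quantile normalization, and *BBX21* lay between -0.0092 and 0.043 with each array left out, the lowest without *hy5* replicate 3. Of 660 values of the 30 named genes under alternatives, 628 kept their direction and their side of the threshold, 17 kept the direction and lost the threshold, 12 gained it and 3 changed sign.

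Same-numbered arrays of wild type and *hy5* had correlations of deviations of -0.025, -0.087 and 0.085, so the numbers do not pair the samples. With a replicate block, limma called 1420 genes higher and 1050 lower (2470 in all), with 123 and 211 genes of Table S4.

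Signal over background limits what can be measured, since 5377 genes had their brightest probe well above background on no array.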

Differences from the paper's values

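The paper gives 3242 genes down-regulated in *hy5*, against 1046 here. Limma on the deposited table, which lacks chloroplast and mitochondrial genes, called 995. Of the alternatives set before the data were examined, limma without a filter on dim probes (3664 genes), the methods' t-test on linear values without a filter (2908) and on log2 values without a filter (3228) fell within 1.5 times the paper's count. The others, all with a filter or a common floor, did not. With the methods' t-test on the deposited table, no filter and a gene counted when any of its probes passed, a setting chosen after seeing the values, the counts were 1391 up and 3242 down, equal to the paper's.

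The paper gives 236 HY5-binding genes down-regulated, against 123 called here. Limma without a filter (207), the methods' t-test on linear values without a filter (205) and on log2 values without a filter (203), all set before the data were examined, fell within 1.5 times. The other planned settings did not. The setting chosen after seeing the values gave 236.

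For *LHCB1.4* Table S4 gives a ratio of wild type over *hy5* of 3.02. On the log2 scale of *hy5* over wild type this is -1.60, against -0.66 here at the brightest probe, and no planned setting reached it. The paper's other ratios were converted in the same way. The 2 dimmer *LHCB1.4* probes had -1.58 and -1.51. For *LHCB2.3* the paper's value is -1.20, against -1.03 here, and the mean of the gene's probes (-1.11) and the fit without *hy5* replicate 3 (-1.11) were within the error, while the other planned settings were not. The other *LHCB2.3* probe, well above background on all 6 arrays, had -1.20. For *EM1* the paper's value is 1.07, against 4.73 at the brightest probe here, and no planned setting reached it. The other *EM1* probe had 1.06.

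For *P5CS1* Table S4 lists a fall, with a ratio of wild type over *hy5* of 2.76. This is -1.47 on the log2 scale, against a rise of 0.30 here, and no planned setting gave a fall. The other *P5CS1* probe, not well above background on any array, had -1.45. Table S4 also lists falls of *FUM2*, AT5G59050, AT5G23930 and AT3G52500, which had log2 differences of 0.57, 0.18, 0.05 and 0.03 here. With the setting chosen after seeing the values, in which any probe counts, all 236 genes of the list were called down.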

Other observations

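The tests with negative controls, bright signals and a reduced list were chosen after the results were seen. The test of dim probes and that of the blue-inducible list were fixed before.

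Without a filter, the methods' t-test called more genes down than up. 66.6% of the genes called down were not well above background on all arrays of either genotype, and among probes well above background on all 6 arrays limma called 945 genes up and 1013 down. Negative-control spots, which match no plant transcript, were lower in *hy5* after scaling by a mean log2 difference of -1.45. The 5377 genes well above background on no array, called or not, had a median of -1.15. The unscaled signal of the negative controls was 1.77 in wild type and 1.27 in *hy5*, while the 75th percentile was 534 and 1019. These values are consistent with a floor in the scanner signal that the scaling turns into a difference (-1.45). A true fall of some of these dim genes was not measurable.

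The brightest signals rose less than the rest. Of 47 nuclear probes with a wild-type signal of 120000 or more, without light-harvesting, actin and Rubisco small subunit genes, 46 were lower in *hy5*, with a median of -0.415 (quartiles -0.558 and -0.309), while the median between 10000 and 30000 was 0.05. *RbcS1A* fell by 0.44 and *ACT2*, the loading control of the RT-PCR, by 0.37 on the log2 scale, which is between these quartiles, so their change may be technical. Under quantile normalization *RbcS1A* was at 0.0013. *CAB1* fell by 0.51 at its brightest probe and was at -0.086 under quantile normalization, and its 3 dimmer probes fell by 0.62 to 0.91, where other nuclear probes did not fall, so the trend does not account for *CAB1*.

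Light-harvesting and photosystem genes were lower in *hy5*, with 48 of 52 lower and a median of -0.43 (camera adjusted p = 3.17e-07, fry adjusted p = 0.00532). Against the 200 genes nearest in brightness the median was -0.19, with 43 of 52 lower, and under quantile normalization it was -0.14. Under cyclic loess it was -0.44. The list was lower under each of these, so a trend with brightness does not account for all of the fall. How much of it the trend accounts for differs between these corrections. At a wild-type signal of 120000 or more, 39 probes of the list had a median of -0.459, against -0.465 for 73 other nuclear probes. The list fell no more than the rest there. Between 30000 and 60000 the medians were -0.578 for the list and 0.030 for the other nuclear probes. *LHCB2.3* had a log2 difference of -1.03. *PSB28* had -0.27, with overlap between the arrays of the genotypes (limma adjusted p = 0.123).

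The HY5-binding blue-inducible genes of Table S5, a list made by RNA-seq under blue light, were tested under white light. 113 of 179 were lower in *hy5*, with a median of -0.24 (camera adjusted p = 0.00758, fry adjusted p = 0.00141). The hypothesis was that these genes need HY5 under white light, and the list moved that way by a small amount. Without the light-harvesting genes and *HY5*, 172 genes were left with a median of -0.19 (camera adjusted p = 0.0208). 22 genes of the list were called lower and 17 higher. Under normexp and without a filter the list was no longer past the threshold (camera adjusted p of 0.198 and 0.19). Whether HY5 binding or induction by blue light sets the shift was not tested. The blue-repressed genes had a median of 0.0096 (camera adjusted p = 0.8).

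Of the other lists, flavonoid genes had a median of -0.95 with 17 of 21 lower (camera adjusted p = 8.01e-05). Ribosomal protein genes had a median of 0.27 with 48 of 67 higher (adjusted p = 0.000359), auxin-responsive genes 0.52 with 50 of 68 higher (adjusted p = 0.000137, and a median of -0.097 under normexp, where that of all genes was -0.20) and cell wall loosening genes 0.39 with 42 of 57 higher (adjusted p = 0.000386). All of these held under fry, and none held when camera estimated the correlation.

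Genes that the paper follows under blue light or in ChIP-chip were measured here under white light. *CHS* was 33.3 ± 2.69 (SD, n = 3) in wild type and 6.89 ± 1.53 in *hy5*. *CRY3*, *EFO1* and *JAC1* had log2 differences of -1.96, -1.56 and -1.31 and *F3H* of -0.95. *HYH* had -1.28 at its brightest probe. *MAPKKK13* had 0.53, and *ANNAT1* 0.73. *BBX22* had 0.58 and *BBX25* -0.52. *GBF1* had -0.18, which was not past the threshold (limma adjusted p = 0.104). *BBX21*, AT1G12200 and AT1G10090 had 0.02, 0.10 and -0.13, within the spread between arrays. All these values are from the brightest probe of a gene. A second probe, well above background on all arrays, had 0.37 for *BBX21* and -0.41 for *GBF1*. It had 1.08 for *ANNAT1*, -1.08 for *F3H* and -1.47 for *HYH*. The second *MAPKKK13* probe had -0.99 and was not well above background on any array.

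Other splits of the 6 arrays into 3 and 3 cannot exclude chance, since the design has 10 splits. The real split was the 1 of 10 that called the most genes and gave 7 of the 8 lists their largest median. For the blue-repressed genes, 9 of 10 splits gave a median as far from 0.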
